# Effects of fluid flow shear stress to mouse muscle cells on the bone actions of muscle cell-derived extracellular vesicless

**DOI:** 10.1371/journal.pone.0250741

**Published:** 2021-05-07

**Authors:** Yoshimasa Takafuji, Kohei Tatsumi, Naoyuki Kawao, Kiyotaka Okada, Masafumi Muratani, Hiroshi Kaji

## Abstract

The interactions between skeletal muscle and bone have been recently noted, and muscle-derived humoral factors related to bone metabolism play crucial roles in the muscle/bone relationships. We previously reported that extracellular vesicles from mouse muscle C2C12 cells (Myo-EVs) suppress osteoclast formation in mice. Although mechanical stress is included in extrinsic factors which are important for both muscle and bone, the detailed roles of mechanical stress in the muscle/bone interactions have still remained unknown. In present study, we examined the effects of fluid flow shear stress (FFSS) to C2C12 cells on the physiological actions of muscle cell-derived EV. Applying FFSS to C2C12 cells significantly enhanced muscle cell-derived EV-suppressed osteoclast formation and several osteoclast-related gene levels in mouse bone marrow cells in the presence of receptor activator nuclear factor κB ligand (RANKL). Moreover, FFSS to C2C12 cells significantly enhanced muscle cell-derived EV-suppressed mitochondria biogenesis genes during osteoclast formation with RANKL treatment. In addition, FFSS to C2C12 cells significantly enhanced muscle cell-derived EV-suppressed osteoclast formation and several osteoclast-related gene levels in Raw264.7 cells in the presence of RANKL. Small RNA-seq-analysis showed that FFSS elevated the expression of miR196a-5p and miR155-5p with the suppressive actions of osteoclast formation and low expression in mouse bone cells. On the other hand, muscle cell-derived EVs with or without FFSS to C2C12 cells did not affect the expression of osteogenic genes, alkaline phosphatase activity and mineralization in mouse osteoblasts. In conclusion, we first showed that FFSS to C2C12 cells enhances the suppressive effects of muscle cell-derived EVs on osteoclast formation in mouse cells. Muscle cell-derived EVs might be partly involved in the effects of mechanical stress on the muscle/bone relationships.

## Introduction

Numerous clinical studies about the relationships between sarcopenia and osteoporosis suggest that skeletal muscle and bone interact each other [1,2]. Among the muscle/bone interactions, it has been recently recognized that muscle-secreted factors, myokines, such as myostatin, irisin, follistatin, interleukin-6, insulin-like growth factor (IGF)-1, fibroblast growth factor (FGF)-2 and osteoglycin, regulate bone metabolism [3–6].

Mechanical stress is the critical extrinsic factor for both muscle and bone. Mechanical unloading, which occurs in bedridden or microgravity during space flight, induces muscle atrophy and bone loss in humans and animals [3]. As for the effects of mechanical stress on the muscle/bone relationships, we previously showed that irisin is involved in mechanical unloading-induced muscle wasting and osteopenia as a myokine linking muscle to bone in mice [5]. We revealed that follistatin, a physiological myostatin inhibitor, as well as olfactomedin1 are involved in muscle and bone alterations induced by gravity change in mice [4,7]. Moreover, we showed that muscle and serum level of Dickkopf-related protein 2, an inhibitor of Wnt/β-catenin signaling, was positively and negatively regulated by mechanical unloading and hypergravity in mice [8]. On the other hand, several studies suggested the importance of osteocyte-derived sclerostin in the effects of mechanical stress in the linkage of bone to muscle [9,10], although sclerostin is well known humoral factor secreted from osteocytes regulated by mechanical stress [11]. Moreover, Juffer et al reported that mechanical loading increases the expression of IGF-I, vascular endothelial growth factor and hepatocyte growth factor in osteocytic MLO-Y4 cells [12]. Taken together, mechanical stress might affect the muscle and bone interactions via regulating the production of humoral factors.

Extracellular vesicles (EVs) containing various microRNAs (miRNAs) or proteins are secreted from various tissue and circulate in body fluids. EVs play a crucial role in physiological and pathophysiological processes by transferring their contents to distant tissues [13]. Qin et al reported that myostatin inhibits differentiation of osteoblasts through the suppression of miR-218 in exosomes secreted from osteocyte [14]. We recently reported that EVs secreted from C2C12 cells (Myo-EVs) suppress osteoclast formation and mitochondrial energy metabolism in mouse bone marrow and Raw264.7 cells [12], and miR-196a-5p included in Myo-EVs might be responsible for the effects of Myo-EVs on osteoclast formation [15,16]. These findings suggest that EVs might be a crucial mediator in the muscle/bone interactions. However, the roles of muscle-derived EVs in the muscle bone interactions in the physiological and pathophysiological states have still remained unknown.

Recent studies showed that mechanical stress to osteocytes increases secretion of osteocyte-secreting EVs and expression of miR181b-5p in osteocyte-secreting EVs, which contribute to osteogenic differentiation and bone formation [17,18]. Moreover, Hua et al reported that mechanical stretch regulates the miRNA expression profiles in C2C12 cells via NF‑κB activation [19]. Taken together, mechanical stress might modulate the effects of EVs on the muscle/bone interaction. However, the effects of mechanical stress on muscle-derived EVs in the muscle/bone interactions have not been reported so far to our knowledge. We therefore examined the effects of mechanical stress to mouse muscle C2C12 cells on the physiological actions of muscle cell-derived EVs on mouse bone cells.

## Materials and methods

### Isolation of EVs from C2C12 cells

Mouse muscle C2C12 cells (obtained from American Type Culture Collection (ATCC), Manassas, VA) were cultured in high-glucose Dulbecco’s modified Eagle’s medium (DMEM; Wako, Osaka, Japan) supplemented with 10% fetal bovine serum that was heat inactivated in 56°C for 30min (FBS; GE Healthcare Japan, Tokyo, Japan) and 1% penicillin/streptomycin (PS). Six-well plate and 10 cm culture plate was coated with collagen (Cellmatrix type I-C, Nitta Gelatin, Inc., Osaka, Japan). C2C12 cells were seeded on the plates in same density (1×10^5^ cells/cm^2^) and cultured at 37 ^ο^C for 24 hr. EVs contained in FBS for culturing C2C12 cells were depleted by ultracentrifugation at 130,000 g for 16 hr at 4°C in advance.

Applying fluid flow shear stress (FFSS) is an useful method for loading mechanical stress to cultured cells [4,20], and the maximal FFSS at the bottom of the plate can be calculated from following equation, FFSS (dyn/cm^2^) = α √[ρη(2πf)^3^[α: the radius of gyration of the shaker (cm); ρ: the density of the medium (g/mL); η: the dynamic viscosity (7.5 × 10^−3^ dyn/cm^2^, at 37°C); f: the frequency of rotation (rotations per second)]. Confluent C2C12 cells were replaced with fresh DMEM supplemented with 10% EV-depleted FBS. For analysis of the effects of shear stress on physiological action of Myo-EV, C2C12 cells cultured in 6-well plates were placed on an orbital shaker (radius of gyration is 0.5 cm, KS 260 basic; IKA, Osaka, Japan) that was set to rotate at 250 rpm (calculated shear stress is 6 dyn/cm^2^) in an incubator and cultured for 48 hr at 37°C.

EVs were isolated from conditioned medium (CM) of C2C12 cells by ultracentrifugation as described previously [15,16,21]. Briefly, the CM was centrifuged (3,000 g, 5 min, 4^ο^C) for removing dead cells and filtered with a 0.22-μm PVDF filter (Millipore, Bedford, MA, USA) for removing cell debris. Then, the CM was ultracentrifuged (130,000 g, 70 min, 4 ^ο^C) with a Himac CP80NX system (HITACHI, Tokyo, Japan) for isolating pellet of EVs. The pellet was suspended in fresh PBS (Myo-EVs), and protein amount of the Myo-EVs was measured with a BCA Protein Assay Kit (Pierce, Rockford, IL). The suspended Myo-EVs were stored at −80 ^ο^C.

Size distribution of the isolated Myo-EVs was measured with a NanoSight LM10V-HS system (Malvern Instruments, Malvern, UK) as described previously [16,21]. The quantitation was repeated five times within one measurement (the mean values were shown in figure).

### Animals

Male mice with a mixed C57BL/6J (81.25%) and 129/SvJ (18.75%) genetic background (provided by D. Collen (University of Leuven, Leuven, Belgium)) were bred and used for experiment. The mice fed a normal diet, and food and water were available as libitum. We performed all animal experiments at Kindai University Faculty of Medicine animal facility according to the guidelines of the National Institutes of Health and the institutional rules for the use and care of laboratory animals at Kindai University. All animal experiments were approved by the animal ethics committee of Kindai University (Number: KAME-31-051). All surgery was performed under anesthesia with excess isoflurane, and all efforts were made to minimize suffering.

### Osteoclast formation

Method for analysis of osteoclast formation was reported previously [15,16,22]. Briefly, we isolated bone marrow cells from the tibiae of one male mouse (8 week-old) after sacrificed by cervical dislocation under 2% isoflurane anesthesia. For osteoclast formation and quantitative real-time PCR analyses, the bone marrow cells were seeded in 96-well and 24-well plates (cell density: 1×10^5^ cells/cm^2^) respectively, and cultured in α-MEM (Wako) supplemented with 10% FBS, 1% PS and macrophage colony-stimulating factor (M-CSF, Wako) for 3 days at 37°C for forming bone marrow-derived macrophages (BMMs). For osteoclast formation, the BMMs were cultured in the presence of receptor activator of nuclear factor κB ligand (RANKL, Wako) and M-CSF for an additional 4–5 days at 37°C.

Mouse monocytic Raw264.7 cells (obtained from ATCC) were seeded in 96-well and 24-well plates (cell density: 1×10^4^ cells/cm^2^) for osteoclast formation and quantitative real-time PCR, respectively. The cells were cultured in α-MEM supplemented with 10% FBS, 1% PS and RANKL for 5 days at 37°C.

The cells were stained with a tartrate-resistant acid phosphatase (TRAP) staining kit (Wako). Number of TRAP-positive multinucleated cells (MNCs) containing three or more nuclei in each well of 96-well plates was counted as osteoclast.

### Quantitative real-time PCR

Quantitative real-time PCR was performed with the method similar with previous reports [15,16]. Total RNA of cells was extracted with the Nucleo Spin®RNA Plus (Takara Bio, Shiga, Japan). Total RNA of EVs was extracted with RNeasy Mini Kit (Qiagen, Hilden, Germany).

Total RNA (500 ng) was reverse transcribed into complementary DNA (cDNA) for mRNA quantification using the Prime Script RT reagent Kit with gDNA eraser (Takara Bio). A quantitative real-time PCR for mRNA was performed using SYBR Premix Ex Taq™ II kit (Takara Bio) and ABI Step One Plus Real-Time PCR System (Applied Biosystems, Foster, CA, USA). The mRNA levels of target genes were determined as the Ct value, which were normalized with GAPDH. Each primer sequence (forward and reverse) is shown in Table 1.

**Table 1:** Sequences of the primers for real-time PCR.

*CTSK*	Forward	5’-GTTACTCCAGTCAAGAACCAGG-3’
	Reverse	5’-TCTGCTGCACGTATTGGAAGG-3’
*CytC*	Forward	5’-GGAGGCAAGCATAAGACTGG-3’
	Reverse	5’-TCCATCAGGGTATCCTCTCC-3’
*DC-STAMP*	Forward	5’-TATCTGCTGTATCGGCTCAT-3’
	Reverse	5’-AGAATAATACTGAGAGGAACCCA-3’
*Gapdh*	Forward	5′-AGGTCGGTGTGAACGGATTTG-3′
	Reverse	5′-GGGGTCGTTGATGGCAACA-3′
*ND4*	Forward	5’-CATCACTCCTATTCTGCCTAGCAA-3’
	Reverse	5’-TCCTCGGGCCATGATTATAGTAC-3’
*NFATc1*	Forward	5’-GGAGAGTCCGAGAATCGAGAT-3’
	Reverse	5’-TTGCAGCTAGGAAGTACGTCT-3’
*OPG*	Forward	5′-AGTCCGTGAAGCAGGAGT-3′
	Reverse	5′-CCATCTGGACATTTTTTGCAAA-3′
*Osterix*	Forward	5’-AGCGACCACTTGAGCAAACAT-3’
	Reverse	5’-GCGGCTGATTGGCTTCTTCT-3’
*PGC1-β*	Forward	5’-CCTCATGCTGGCCTTGTCA-3’
	Reverse	5’-TGGCTTGTATGGAGGTGTGG-3’
*RANKL*	Forward	5′-CACAGCGCTTCTCAGGAGCT-3′
	Reverse	5′-CATCCAACCATGAGCCTTCC-3′
*RUNX2*	Forward	5’-AAATGCCTCCGCTGTTATGAA-3’
	Reverse	5’-GCTCCGGCCCACAAATCT-3’
*TRAP*	Forward	5’-GCAACATCCCCTGGTATGTG-3’
	Reverse	5’-GCAAACGGTAGTAAGGGCTG-3’

Total RNA (100 ng) was reverse transcribed into cDNA for miRNA quantification using TaqMan reverse transcription kit (Thermo Fisher Scientific, Inc., Waltham, MA, USA) and TaqMan miRNA assay kit (Thermo Fisher Scientific, Inc). A quantitative real-time PCR for miR155-5p (Assay ID: 002571), miR196a-5p (Assay ID: 241070) and small nucleolar RNA-202 (snoRNA202; Assay ID: 001232) was performed using the TaqMan MicroRNA assay kit and ABI Step One Plus Real-Time PCR System. The expression levels of miR196a-5p were determined as the Ct value and normalized with snoRNA202 as an endogenous control.

### Primary osteoblast isolation and culture

Primary osteoblasts was isolated from the calvariae of neonatal mice as reported previously [15,16,23]. Briefly, we isolated the calvariae from five male mice (3- to 5-day-old) under 2% isoflurane anesthesia and digested the calvariae with 1 mg/mL collagenase and 0.25% trypsin four times for 20 min at 37°C. Isolated cells from the second, third and fourth digestions were seeded in 6-well plates (cell density: 1×10 ^4^ cells/cm^2^) and cultured in α-MEM supplemented with 10% FBS and 1% PS until confluent. Osteoblasts at second passage were used for the experiments. The osteoblasts were cultured in the presence of 50 μg/mL ascorbic acid and 10 mM β-glycerophosphate for 2 weeks for the mineralization assay. The cells were stained with Alizarin red (Kishida Chemical, Osaka, Japan) and treated with ethylpyridinium chloride (Wako). The absorbance at 550 nm of the extracted stain was measured for evaluation of mineralization.

### Oxygen consumption measurement

Mouse bone marrow cells were analyzed with an XF96 Extracellular Flux Analyzer with a Mito Stress kit (Seahorse Bioscience, North Billerica, MA, USA) for measurement of the oxygen consumption rate (OCR). Mouse bone marrow cells were seeded (5×10^3^ cells/well) and cultured with 50 ng/mL M-CSF for 3 days in XF96 cell culture microplates. Then, the cells were cultured with 50 ng/mL RANKL and 50 ng/mL M-CSF for an additional 5 days. The XF96 analyzer measured the basal OCR and the OCR after injection of various inhibitors, oligomycin (1 μM), FCCP (0.5 μM) and rotenone (0.5 μM)/antimycin A (0.5 μM), for three measurement cycles at each step. Mitochondrial function, such as basal respiration, ATP production, maximal respiration and non-mitochondrial respiration, was determined as previously reported [15,16]. The time points for injection of various inhibitors were shown with arrows in figure.

### Small RNA sequencing (RNA-seq) analysis

For RNA-seq analysis, total RNA was extracted from Myo-EVs, primary mouse bone marrow cells and osteoblasts with TRIZOL reagent (Thermo Fisher Scientific, Inc) and assessed by an Agilent Bioanalyzer with the RNA 6000 Pico Kit (Agilent, Santa Clara, CA, USA). Sequencing library was prepared using the NEBNext Small RNA Library Prep Kit (E7330, New England Biolabs, Ipswich, MA, USA). Total RNA (90 ng) was ligated to 3’ Adaptor, and excess adaptor was subsequently absorbed. RNA fragments were further ligated to 5’ Adaptor for cDNA synthesis. Synthesized cDNA was amplified by PCR for 12 cycles. Small-RNA library was size-selected by AMPure beads (NC9933872, Thermo Fisher Scientific, Inc) and verified with the Bioanalyzer DNA High-sensitivity Kit (5067–4626, Agilent). For obtaining 2 × 36-base paired-end reads, sequencing was performed by the Illumina NextSeq500 (Illumina, San Diego, CA, USA). FASTQ files were imported to CLC Genomics Workbench (Ver.10.1.1, Qiagen, Germantown, MD, USA). Reads were grouped by sequence and the read groups were matched to miR-base annotated micro RNAs. Raw counts of each sample were converted by total count 1,000,000 at first, and the converted counts were further normalized by scaling method with means as normalization values, median mean as reference and trimming percentage 5 for comparing multiple samples.

### Statistical analysis

All data in the present study are shown as the mean ± the standard error of the mean (SEM). For multiple comparisons, one-way ANOVA followed by the Tukey-Kramer post hoc test was used. The Mann-Whitney U test was used to compare two groups. The significance level was set at p<0.05, and all statistical analyses were performed by GraphPad PRISM 6 software (La Jolla, CA).

## Results

### Analyses of EVs secreted from C2C12 cells exposed with or without fluid flow shear stress

Conditioned medium of mouse C2C12 cells exposed with or without FFSS was ultracentrifugated for collecting EVs. The protein amounts of Myo-EVs and EVs secreted from C2C12 cells exposed with FFSS (FFSS-Myo-EVs) were not significantly different (Fig 1A). The particle concentration and size distribution of Myo-EVs and FFSS-Myo-EVs were measured using a NanoSight LM10V-HS system. The particle sizes of Myo-EVs and FFSS-Myo-EVs were almost less than 200 nm (Fig 1B). This finding suggests that the collected Myo-EVs and FFSS-Myo-EVs are exosome-rich. In addition, size distribution of Myo-EVs and FFSS-Myo-EVs were similar (Fig 1B). These results suggest that exposing FFSS does not affect the amount and size of EVs secreted from C2C12 cells.

**Fig 1:**
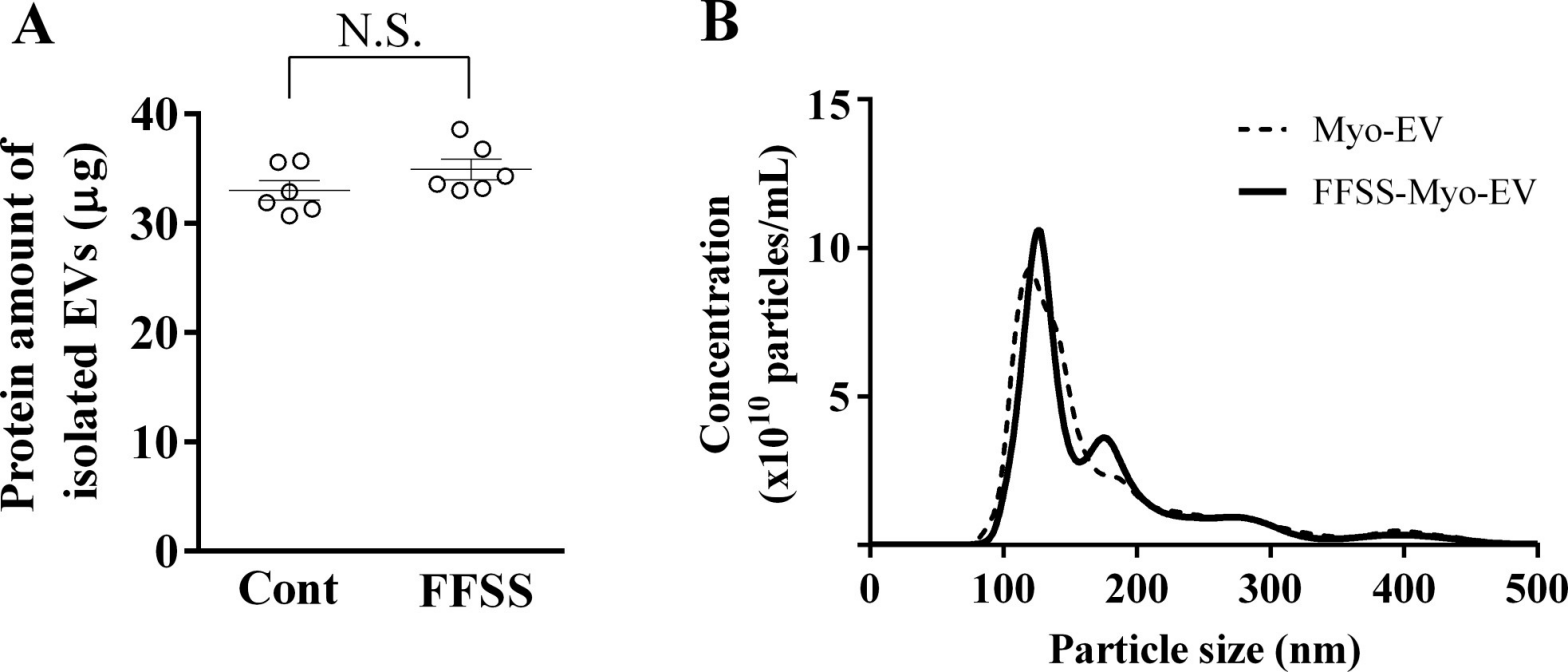
Analysis of isolated EVs from C2C12 cells (Myo-EVs). (A) The protein amount of Myo-EVs (Cont) secreted from C2C12 cells and Myo-EVs secreted from C2C12 cells exposed with FFSS (FFSS-Myo-EVs; FFSS) in 6-well plates were measured. Data represent mean ± SEM of 6 experiments in both groups. (B) The particle size and concentration of Myo-EVs and FFSS-Myo-EVs were measured with a NanoSight LM10V-HS system. Data represent mean of 5 determinations within one experiment in both groups. N.S: not significant.

### Effects of FFSS to C2C12 cells on muscle cell-derived EV-suppressed osteoclast formation

Mouse bone marrow cells were cultured with Myo-EVs or FFSS-Myo-EVs in the presence or absence of RANKL and M-CSF to compare the effects of FFSS to C2C12 cells on muscle cell-derived EV-suppressed osteoclast formation from mouse bone marrow cells. Treatment with both Myo-EVs or FFSS-Myo-EVs significantly suppressed the number of TRAP-positive MNCs, and FFSS-Myo-EVs more potently suppressed the number of TRAP-positive MNCs, compared to Myo-EVs (Fig 2A). Moreover, FFSS-Myo-EVs more potently suppressed RANKL-induced osteoclast-related gene mRNA levels, such as nuclear factor of activated T-cells cytoplasmic 1 (NFATc1) and dendritic cell-specific transmembrane protein (DC-STAMP), in mouse bone marrow cells, compared to Myo-EVs, and FFSS-Myo-EVs seemed to suppress RANKL-induced TRAP and cathepsin K (CTSK) mRNA levels more potently in mouse bone marrow cells without significant difference, compared to Myo-EVs (Fig 2B).

**Fig 2:**
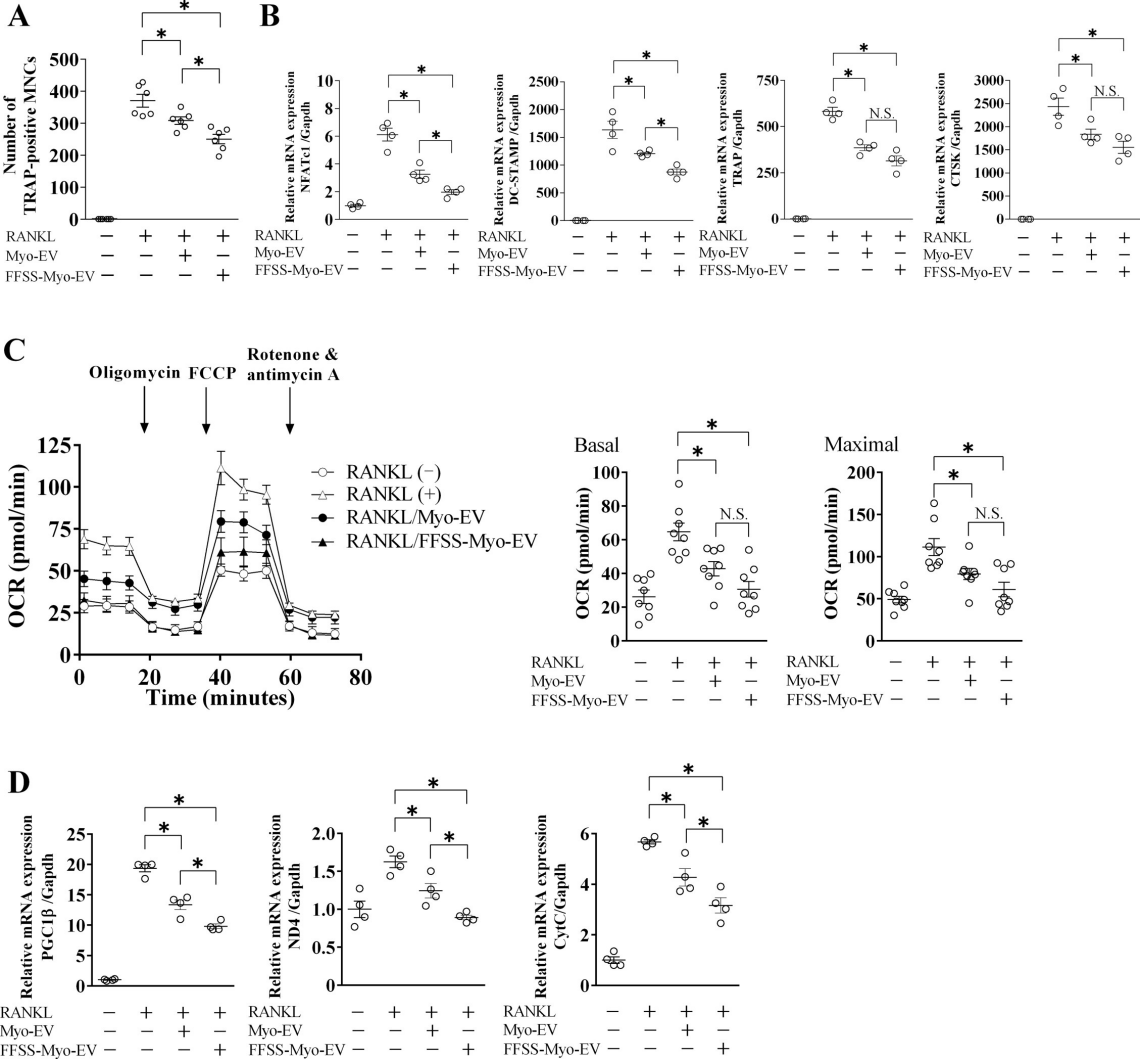
Effect of Myo-EVs secreted from C2C12 cells exposed with or without FFSS on osteoclast formation and mitochondrial biogenesis from mouse bone marrow cells. Osteoclast precursors were induced from bone marrow cells isolated from mice by culturing with M-CSF (50 ng/mL) for 3 days. (A) Osteoclast precursors were cultured with and without Myo-EVs or FFSS-Myo-EVs (1 μg/mL) in the presence or absence of M-CSF (50 ng/mL) and RANKL (50 ng/mL) for 5 days. Numbers of TRAP-positive multinucleated cells (MNCs) in a 96-well plate were quantified. Data represent mean ± SEM of 6 experiments in each group. (B) Osteoclast precursors were cultured with and without Myo-EVs or FFSS-Myo-EVs (4 μg/mL) in the presence or absence of M-CSF (50 ng/mL) and RANKL (50 ng/mL) for additional 4 days. Total RNA of cells was extracted for gene expression analysis of NFATc1, DC-STAMP, TRAP, CTSK or Gapdh by quantitative real-time PCR. Data represent mean ± SEM of 4 experiments in each group and are expressed relative to Gapdh mRNA values. (C) The oxygen consumption rate (OCR) of mouse bone marrow cells was analyzed with an XF96 Extracellular Flux Analyzer. Basal OCR (before stimulation with oligomycin) and maximal OCR (after stimulation with FCCP) were measured. Data represent mean ± SEM of 8 experiments in each group. (D) Gene expression levels of mitochondrial biogenesis markers [PGC1β, ND4 and Cytochrome C (CytC)] or Gapdh in bone marrow cells were analyzed. Data represent mean ± SEM of 4 experiments in each group, are expressed relative to Gapdh mRNA values. (*: p<0.05, N.S.: not significant; A-D).

During osteoclast differentiation, mitochondrial content and metabolism increases, and oxygen consumption rate is high in mature osteoclasts [24]. We previously reported that Myo-EVs suppress mitochondrial biogenesis and oxygen consumption during osteoclast differentiation [16]. We therefore compared the suppressive effects of both Myo-EVs and FFSS-Myo-EVs on mitochondrial biogenesis during osteoclast differentiation with an Extracellular Flux Analyzer. Both Myo-EVs and FFSS-Myo-EVs significantly suppressed RANKL-induced OCR of mouse bone marrow cells, and FFSS-Myo-EVs seemed to suppress OCR more potently without significant difference, compared to Myo-EVs (Fig 2C). FFSS-Myo-EVs significantly suppressed RANKL-induced mitochondrial biogenesis-related gene mRNA levels, such as peroxisome proliferator-activated receptor gamma coactivator 1-β (PGC1β), a master regulator of mitochondrial biogenesis, nicotinamide adenine dinucleotide dehydrogenase subunit 4 (ND4) and cytochrome C (CytC), in mouse bone marrow cells, compared to Myo-EVs (Fig 2D).

Since mouse bone marrow cells include various cells other than osteoclast precursors, we used mouse monocytic Raw264.7 cells to confirm the effects of FFSS to C2C12 cells on muscle cell-derived EV-suppressed osteoclast formation. Treatment with FFSS-Myo-EVs significantly suppressed the number of TRAP-positive MNCs in Raw264.7 cells (Fig 3A). Moreover, it significantly suppressed the mRNA levels of NFATc1, DC-STAMP and CTSK enhanced by RANKL, compared to treatment with Myo-EVs, although the effects of Myo-EVs on RANKL-induced TRAP mRNA levels were similar between FFSS-Myo-EVs and Myo-EVs (Fig 3B).

**Fig 3:**
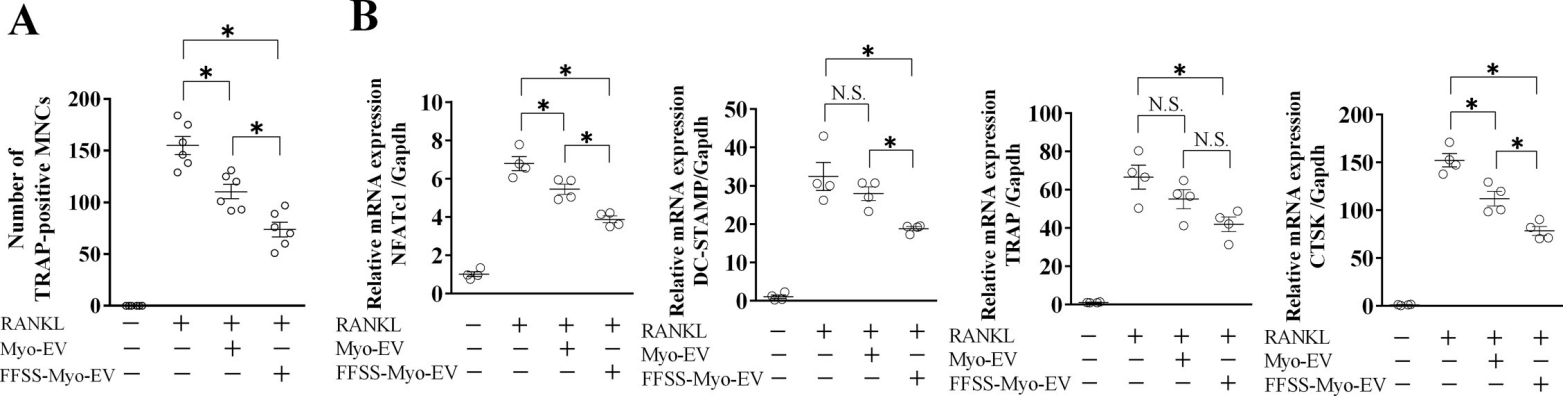
Effects of Myo-EVs secreted from C2C12 cells exposed with or without FFSS on osteoclast formation and mitochondrial biogenesis in Raw264.7 cells. (A) Raw264.7 cells were cultured with and without Myo-EVs or FFSS-Myo-EVs (4 μg/mL) in the presence or absence of RANKL (50 ng/mL) for 5 days. Numbers of TRAP-positive multinucleated cells (MNCs) in a 96-well plate were quantified. Data represent mean ± SEM of 6 experiments in each group. (B) Total RNA of Raw264.7 cells cultured with and without Myo-EVs or FFSS-Myo-EVs (4 μg/mL) in the presence or absence of RANKL (50 ng/mL) for 5 days was extracted for gene expression analysis of TRAP, NFATc1, DC-STAMP, CTSK or Gapdh by quantitative real-time PCR. Data represent mean ± SEM of 4 experiments in each group and are expressed relative to Gapdh mRNA values. (*: p<0.05, N.S.: not significant; A and B).

### Effects of FFSS on miRNA in Myo-EVs secreted from C2C12 cells

We speculated that miRNAs, which are abundant in muscle cells and Myo-EV and are less expressed in bone tissues, may play a pivotal role in the linkage from muscle to bone, when delivered from muscle to bone through EVs. 

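Small RNA from 6 libraries was sequenced, with 2 libraries of Myo-EVs, 2 libraries of FFSS-Myo-EVs, 1 library of mouse primary osteoblasts (OB) and 1 library of mouse bone marrow cells (BM). Myo-EVs are the vesicles released into the medium by C2C12 cells, a mouse myoblast line, and FFSS-Myo-EVs are those released by C2C12 cells on an orbital shaker at 250 rpm for 48 hr, a calculated shear stress of 6 dyn/cm2. The sample labels name FFSS in the titles and as the stress of these 2 libraries, whereas the growth protocol in the labels, worded alike for all 6 libraries, describes C2C12 cells cultured for 48 hr with or without vitamin D or dexamethasone and does not mention FFSS. The methods describe osteoblasts from 3- to 5-day-old mice and bone marrow cells from 8-week-old mice, whereas the sample labels give 8 to 10 weeks for both. Each library was prepared from 90 ng of total RNA with 12 PCR cycles and sequenced with 36-base paired-end reads.

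The authors grouped the reads by sequence, matched the groups to miRBase in CLC Genomics Workbench, and deposited a read count and a normalized expression value for each of 1006 precursor entries. The 5p and 3p forms of a miRNA are not listed apart. The entries carry 923 distinct names, of which 54 have more than 1 entry because the precursor has several copies in the genome. The total count was 5181296 in the OB library, 6092460 in the BM library, 2871364 and 2414132 in the Myo-EV libraries, and 3029524 and 2656119 in the FFSS-Myo-EV libraries. Within each library, the normalized expression value was the count multiplied by 1 constant, which was 0.552 for OB, 0.397 for BM, 1.00 and 1.20 for Myo-EVs, and 0.996 and 1.11 for FFSS-Myo-EVs. The most abundant entry, mir-21a, took 44.9% of the counts in BM, 21.6% in OB and from 20.2% to 23.3% in the EV libraries.

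The replicate libraries differed by more than the sampling noise of the counts. The chi-square per degree of freedom was 93.3 between the Myo-EV libraries and 15.9 between the FFSS-Myo-EV libraries, and the median absolute difference between replicates was 0.28 and 0.14 on the log2 scale, respectively. Changes in the EVs were tested on the counts of the 4 EV libraries with edgeR's quasi-likelihood test after TMM normalization, for the 354 entries with a mean normalized expression value of at least 10, and p-values were adjusted by the Benjamini-Hochberg method. Compared with TMM, the authors' scaling raised FFSS-Myo-EVs over Myo-EVs by 0.12 on the log2 scale. With 2 libraries against 2, a two-sided exact permutation test of a single miRNA cannot give a p below 0.333. Levels in OB and BM rest on 1 library each and have no replicate error. Their 95% intervals are exact Clopper-Pearson intervals of the share of counts on the normalized scale, and they cover counting error only, because PCR reads without molecular identifiers are not independent molecules.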

We therefore performed small RNA-seq analysis to identify the miRNAs whose content in muscle cell-derived EVs is elevated by FFSS and is abundant compared to those in mouse primary osteoblasts and bone marrow cells. 

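A mean normalized expression value above 1000 in FFSS-Myo-EVs together with a mean more than 1.25 times that in Myo-EVs was found for 28 entries with 24 distinct names. In each of the 28, both FFSS-Myo-EV libraries were above both Myo-EV libraries, and in 27 after TMM scaling. In the opposite direction, 23 entries with a Myo-EV mean above 1000 had a FFSS-Myo-EV mean below 0.8 of it. The number passing moved most when the ratio was raised to 1.5, which left 16 entries, and when each library was rescaled to a total of 1000000 with the level kept at 1000, which left 17. With the level rescaled in the same way, 26 passed, and 19 passed after median-of-ratios scaling. It ranged from 28 to 36 when each EV library was left out in turn.

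The 18 names of Table 2 were mir-3473e, mir-6236, mir-155, mir-26a, mir-224, mir-23a, mir-221, mir-7a, mir-690, mir-199a, mir-196a, mir-871, mir-99a, mir-222, mir-100, mir-27b, mir-98 and mir-152. For 15 of them an entry of that name passed. Over the 18 entries, both FFSS-Myo-EV libraries were above both Myo-EV libraries on the authors' scaling, and in 16 of them, without mir-196a-2 and mir-98, on TMM-scaled values. The ratio of the means ranged from 1.21 to 3.02 with a median of 1.44. The highest ratio was that of mir-3473e, which rose from 156.4 ± 11.0 (SD, n = 2) to 471.8 ± 33.0 (SD, n = 2) and thus stayed below 1000. Its precursor shares an 18-base stretch with mir-3473b and with 415 genes. The entry mir-3473b, whose values Table 2 gives for mir-3473e, rose from 952.0 ± 62.9 (SD, n = 2) to 2583.8 ± 47.0 (SD, n = 2) and passed. With the entries matched to Table 2 by value, 16 of the 18 passed and the median ratio was 1.50. By name, the 2 others besides mir-3473e that did not pass were mir-196a and mir-152. The ratio was 1.21 for mir-196a-2, 1.249 for mir-196a-1 and 1.248 for mir-152. The entry mir-224 rose from 2520.8 ± 194.2 (SD, n = 2) to 4198.0 ± 190.2 (SD, n = 2). For mir-6236, the mean rose from 664.3 ± 178.5 (SD, n = 2) to 1178.6 ± 18.5 (SD, n = 2). The smallest differences relative to the spread between replicates were those of mir-98, from 5428.8 ± 1317.3 (SD, n = 2) to 6822.1 ± 338.0 (SD, n = 2), and of mir-152, from 7129.4 ± 1245.4 (SD, n = 2) to 8895.2 ± 360.8 (SD, n = 2). Without the second Myo-EV library, the log2 fold change of mir-98 in edgeR was -0.08.

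**Figure D1:**
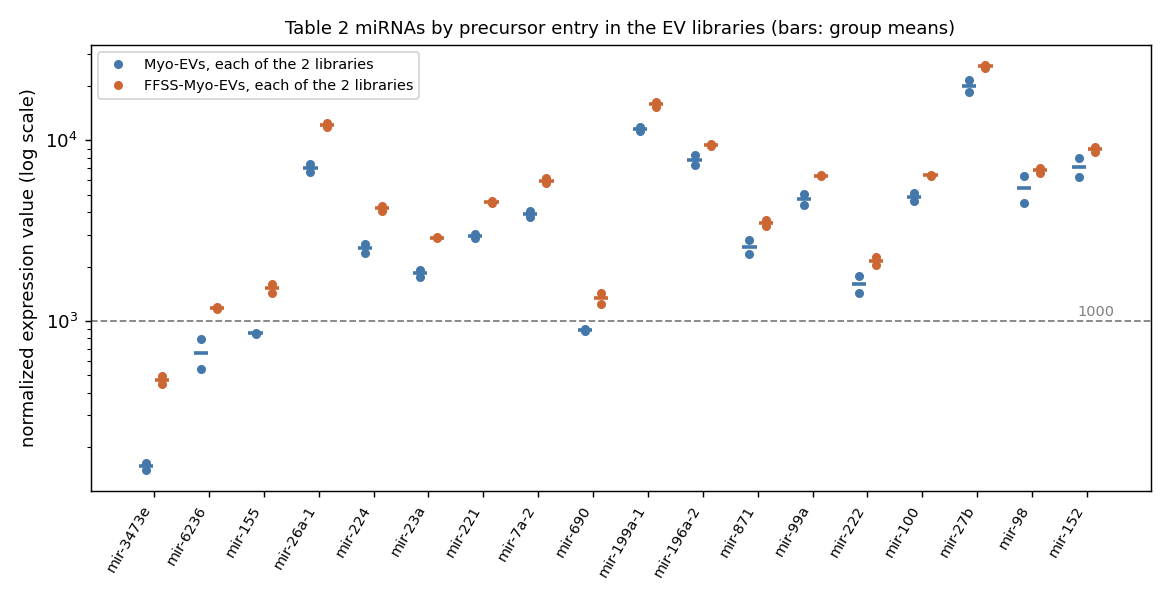
Normalized expression value (log scale) of each Table 2 miRNA, by precursor entry, in each of the 2 Myo-EV and 2 FFSS-Myo-EV libraries. Points are libraries, bars are group means, and the dashed line marks 1000. Both FFSS-Myo-EV points lie above both Myo-EV points for each of the 18 entries, and mir-3473e stays below 1000.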

We extracted 18 miRNAs that normalized expression values were greater than 1000 in FFSS-Myo-EVs, and the values in FFSS-Myo-EVs were elevated at more than 1.25-fold, compared to Myo-EVs (Table 2).

**Table 2:** Normalized expression values of micro RNAs in Myo-EVs (EV), Myo-EVs secreted from C2C12 cells exposed with fluid flow shear stress (FFSS-EV), mouse primary bone marrow cells (BM) and mouse primary osteoblasts (OB).

	Myo-EV	FFSS-EV	Ratio of FFSS-EV/EV	BM	OB	Ratio of FFSS-EV/BM	Ratio of FFSS-EV/OB
mir-3473e	952	2584	2.71	216	17	11.98	155.65
mir-6236	664	1179	1.77	103	56	11.50	20.94
mir-155	855	1512	1.77	369	249	4.10	6.07
mir-26a	7039	12160	1.73	22269	19415	0.55	0.63
mir-224	2521	4198	1.67	89	664	47.17	6.32
mir-23a	1838	2894	1.57	16970	7538	0.17	0.38
mir-221	2954	4575	1.55	26925	4688	0.17	0.98
mir-7a	3919	5968	1.52	11779	5130	0.51	1.16
mir-690	891	1341	1.51	85	60	15.85	22.27
mir-199a	8731	13026	1.49	1408	66862	9.25	0.19
mir-196a	7813	10952	1.40	119	2	92.04	5476.20
mir-871	2572	3483	1.35	0	0	−	−
mir-99a	4729	6371	1.35	13235	35768	0.48	0.18
mir-222	1600	2138	1.34	16912	1941	0.13	1.10
mir-100	4861	6406	1.32	1598	56852	4.01	0.11
mir-27b	20006	25674	1.28	129665	147286	0.20	0.17
mir-98	5429	6822	1.26	4546	3449	1.50	1.98
mir-152	7129	8895	1.25	2688	41176	3.31	0.22

Among the extracted miRNAs, miR155 and miR196a were expressed at low level in mouse primary osteoblasts and bone marrow cells (with high ratio of FFSS-EV/ BM and ratio of FFSS-EV/ OB in Table 2) and have been previously reported to be involved in bone metabolism, including the suppressive activity of osteoclast formation [15,25–27]. 

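The file lists miR155 as the entry mir-155, which lies on chromosome 16 of GRCm38 from 84714140 to 84714204 in an exon of the noncoding gene Mir155hg. Its normalized expression value was 1512.2 ± 131.0 (SD, n = 2) in FFSS-Myo-EVs, 368.6 in BM (95% interval 345.3 to 393.1, 928 counts) and 249.1 in OB (226.6 to 273.1, 451 counts). FFSS-Myo-EVs were thus 4.10 times BM and 6.07 times OB.

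The file lists miR196a as 2 entries, mir-196a-2 on chromosome 15 from 102973350 to 102973434 in an intron of Hoxc5, and mir-196a-1 on chromosome 11 from 96265164 to 96265265. The precursors share an 18-base stretch, so a read from it does not tell the 2 copies apart. The value of mir-196a-2 was 9452.4 ± 157.0 (SD, n = 2) in FFSS-Myo-EVs, 119.2 in BM (106.1 to 133.4, 300 counts) and 2.2 in OB (0.602 to 5.66, 4 counts), with ratios of 79.3 and 4297. The value of mir-196a-1 was 7818.7 ± 2.1 (SD, n = 2) in FFSS-Myo-EVs, 104.1 in BM (262 counts) and 3.9 in OB (7 counts), with ratios of 75.1 and 2005. The 4 and 7 counts in OB leave the ratios to OB open by several fold.

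Of the 18 entries of Table 2, 8 were higher in FFSS-Myo-EVs than in both BM and OB, 5 were lower than in both and 5 were higher than in 1 of them only. The number higher than in both was 8 as well after rescaling each library to a total of 1000000 and after median-of-ratios scaling of the 6 libraries. With the latter, mir-7a-2 and mir-222 were lower than in both as well, which made 7 lower than in both and 3 higher than in 1 only. Besides mir-196a-2, the entries mir-3473e, mir-6236, mir-224, mir-690 and mir-871 had higher ratios than mir-155 to both BM and OB. For mir-224 this depended on 1 library. Without the first FFSS-Myo-EV library, its ratio to OB was 6.12, against 6.44 for mir-155. The entries mir-3473e, mir-6236 and mir-690 may hold fragments of rRNA or other abundant RNA, so their ratios need not be those of a miRNA. With 1 count in BM and 0 in OB, the ratios of mir-871 computed against 3 counts were 2923 to BM and 2102 to OB. They are not lower bounds. The upper interval limits of mir-871, 2.213 in BM and 2.037 in OB, lie above the values of 3 counts, 1.192 and 1.657. Among the 114 entries with a value above 1000 in FFSS-Myo-EVs, 27 had ratios at or above those of mir-155 to both cells, mir-155 included, and the median ratio was 2.11 to BM and 1.64 to OB. The paper states that miR155 and miR196a were expressed at low level in osteoblasts and bone marrow cells. From this, and from earlier reports on the suppression of osteoclast formation, the paper went on to measure these 2 miRNAs in EVs.

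**Figure D2:**
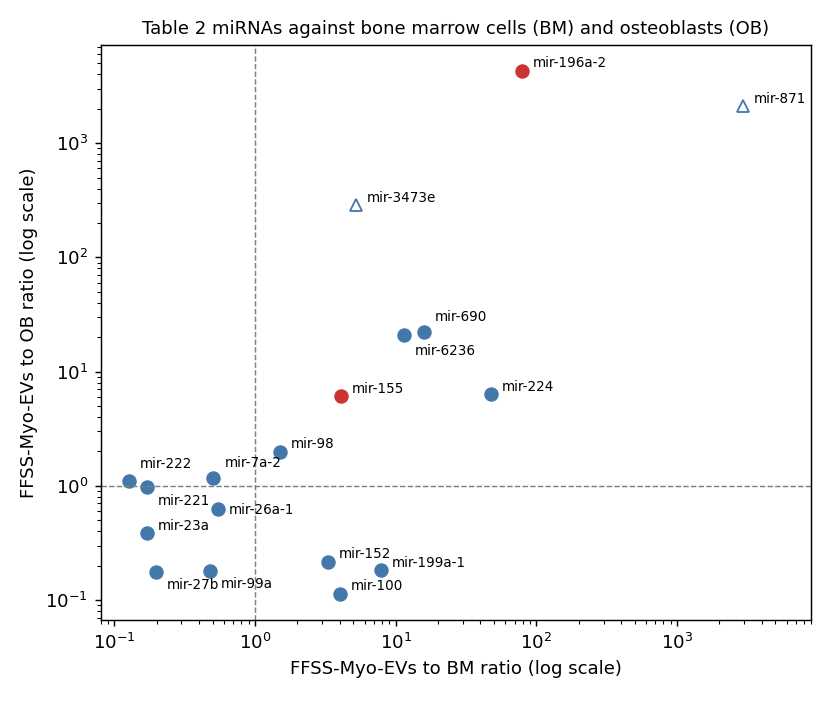
Ratio of the mean value in FFSS-Myo-EVs to the value in BM (horizontal, log scale) and in OB (vertical, log scale) for each of the 18 Table 2 entries. Dashed lines mark a ratio of 1, red points are mir-155 and mir-196a-2, and open triangles are ratios computed against 3 counts, for mir-871 on both axes and for mir-3473e on the OB axis. The 8 entries above 1 on both axes lie at the upper right.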

We then examined the effects of FFSS on the contents of miR196a-5p and miR155-5p in Myo-EVs. FFSS significantly elevated miR196a-5p and miR155-5p levels in EVs from C2C12 cells in quantitative real-time PCR (Fig 4).

**Fig 4:**
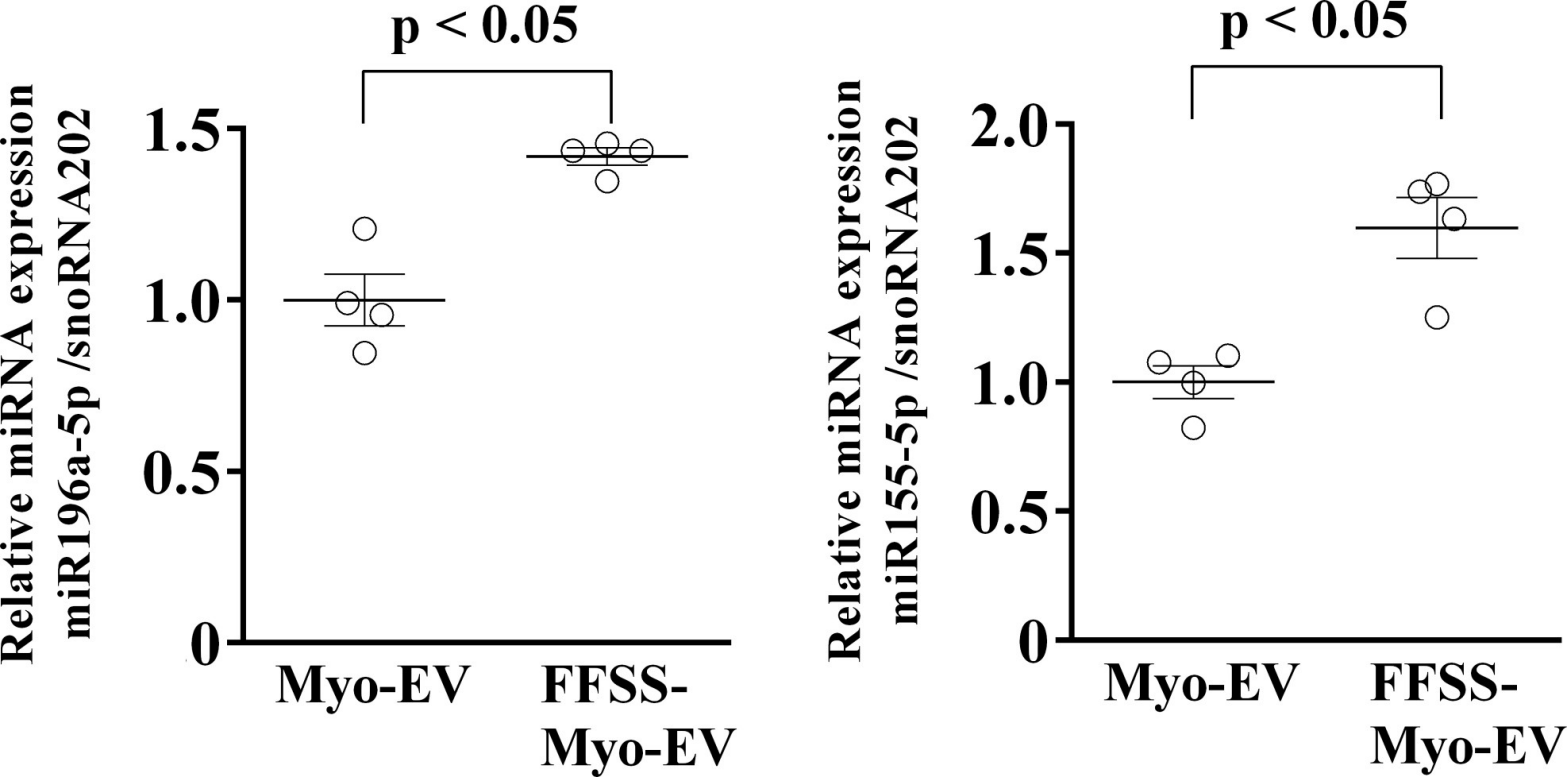
Expression of miRNA 155-5p and miRNA 196a-5p in Myo-EVs and Myo-EVs secreted from C2C12 cells exposed with FFSS (FFSS-Myo-EVs). Total RNA from both Myo-EVs and FFSS-Myo-EVs was extracted for the analysis of miRNA expression by quantitative real-time PCR. Data represent mean ± SEM of 4 experiments in each group and are expressed relative to miRNA values of snoRNA202.

### Effects of FFSS-Myo-EVs on the phenotypes of mouse primary osteoblasts

Mouse primary osteoblasts were cultured in the presence or absence of Myo-EVs or FFSS-Myo-EVs to examine the effects of FFSS to C2C12 cells on the osteoblast phenotypes. Both Myo-EVs and FFSS-Myo-EVs did not affect the mRNA levels of osteogenic genes [Runt-related transcription factor-2 (Runx2) and Osterix] and bone resorption-related genes [RANKL and osteoprotegerin (OPG)] (Fig 5A) as well as ALP activity (Fig 5B) and mineralization (Fig 5C) in mouse primary osteoblasts.

**Fig 5:**
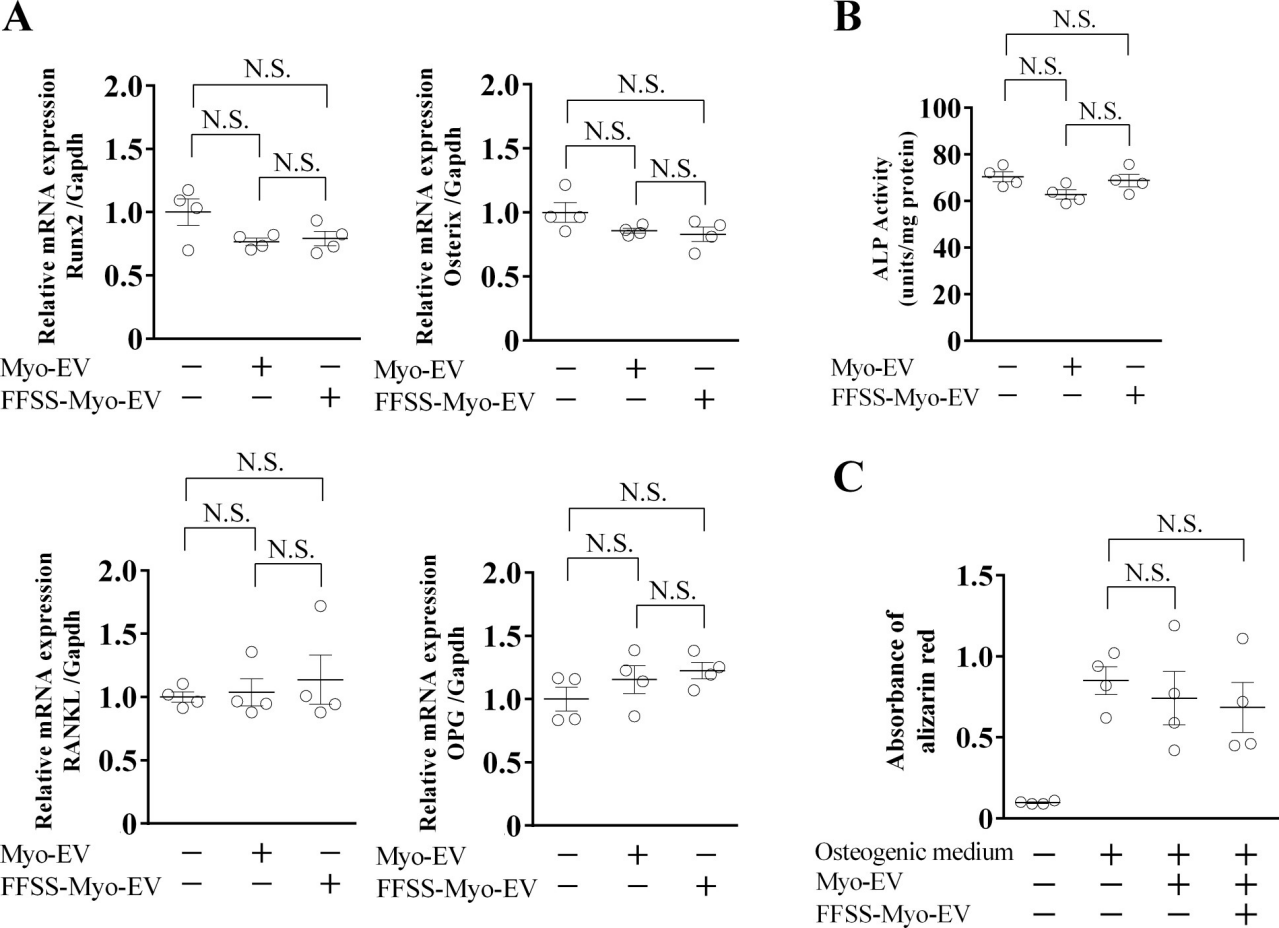
Effects of Myo-EVs secreted from C2C12 cells exposed with or without FFSS on mouse osteoblasts. (A) Mouse osteoblasts were cultured with and without Myo-EVs or FFSS-Myo-EVs (4 μg/mL) for 24 hr. Total RNA of cells was extracted for gene expression analysis of Runx2, Osterix, RANKL, OPG or Gapdh by quantitative real-time PCR. Data are expressed relative to Gapdh mRNA values. (B) Mouse osteoblasts were cultured with and without Myo-EVs or FFSS-Myo-EVs (4 μg/mL) for 48 hr. Then, ALP activity of the cells was measured. (C) Primary osteoblasts were cultured with and without Myo-EVs or FFSS-Myo-EVs (4 μg/mL) in normal medium or osteogenic medium containing 10 mM β-glycerophosphate and 50 μg/mL ascorbic acid for 2 weeks. Then, the cells were fixed and stained with Alizarin red. Absorbance at 550 nm of the extracted stain from cells was measured. Data represent mean ± SEM of 4 experiments in each group (A-C). N.S.: not significant.

## Discussion

Mechanical stress is important for muscle and bone homeostasis, and mechanical unloading induces muscle atrophy and bone loss in humans and animals [3]. FFSS is included in a biologically important mechanical stress in skeletal muscles, and it affects the levels of myogenic factors and signaling in muscle cells [4,28]. In the present study, FFSS-Myo-EVs more potently suppressed osteoclast formation and the expression of osteoclast-related genes (NFATc1 and DC-STAMP) and mitochondrial biogenesis markers (PGC1β, ND4 and CytC) enhanced by RANKL than Myo-EVs in mouse bone marrow cells. Moreover, FFSS-Myo-EVs more potently suppressed osteoclast formation and the expression of osteoclast-related genes (NFATc1, DC-STAMP and CTSK) enhanced by RANKL than Myo-EVs in Raw264.7 cells. These data indicate that FFSS influences EVs secreted from mouse muscle cells, then leading to an enhancement of muscle cell-derived EV-induced suppressive effects on osteoclast formation and mitochondrial biogenesis in mouse cells. A previous study indicated that mechanical stress enhances the production of EVs in osteocytes through mechanical stress-induced calcium oscillations in mice, which might be related to mechanical stress-induced bone formation [17]. Recently, various mechanoresponsive miRNAs were identified, and these miRNAs have been studied as novel biological regulators in muscle and bone [29]. miR-132 induced by FFSS regulates the differentiation and proliferation in human periodontal ligament cells [30], and mechanical stress-responsive miR-29b-3p in mouse osteocytes regulates IGF-1 secretion and osteoblast differentiation in mice [31]. In addition, Hua et al. reported that the miRNA expression profiles in C2C12 cells are regulated by mechanical stress via NF-κB activation [19]. These findings suggest that mechanical stress might regulate miRNAs contained in EVs, leading to a modulation of the physiological effects of EVs in the muscle/bone interactions. Since FFSS did not affect protein amount and particle size of muscle cell-derived EVs in the present study, we can speculate that FFSS might modulate some factors, including miRNAs, in muscle cell-derived EVs. Since the enhanced effects of FFSS-Myo-EVs on mitochondrial biogenesis seemed to be less potent, compared to those of FFSS-Myo-EVs on osteoclast formation from mouse bone marrow cells in our study, FFSS-responsive factors contained in muscle cell derived-EVs might partly affect osteoclast formation through the mechanisms other than the mitochondrial function in mice.

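Of the 354 entries tested in the EV libraries, 43 were higher and 65 were lower in FFSS-Myo-EVs at an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with log2 fold changes from -2.04 to 2.89. On the authors' scaling, both FFSS-Myo-EV libraries were above both Myo-EV libraries in 130 of the tested entries and below them in 84, together 60.5%, against 33.3% by chance. On TMM-scaled values they were above in 92 and below in 115, together 58.5%. The number called moved most when limma was run on the log2 values without a mean-variance trend, with 41 higher and 27 lower. With limma and its trend, on the authors' scaling, 57 were higher and 37 were lower. Of the 18 entries of Table 2, 10 were called higher, and 13 were called when adjusted over the list alone. With mir-199b and mir-3473b, the entries whose values match Table 2, in place of mir-199a-1 and mir-3473e, 11 were called higher. The list was chosen on these libraries, so the latter is not independent evidence.

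Among entries with a mean value of at least 100 and separate groups, the 5 largest increases were those of mir-3473e, mir-3473c, mir-3473b, mir-3968 and mir-574, with log2 fold changes from 1.12 to 1.48. For mir-3473b, the log2 fold change was 1.32 (standard error 0.13, adjusted p = 3.32e-21 from the same edgeR quasi-likelihood test). Its adjusted p was 0.00395 with limma without a mean-variance trend. The standard errors given with edgeR's test rest on a dispersion pooled across entries, not on the replicates of the named miRNA. The precursors of mir-3473e, mir-3473c and mir-3473b share an 18-base stretch with 415 to 1050 genes, and that of mir-574 with 129. The 5 largest decreases were those of mir-675, mir-188, mir-344b, mir-7068 and mir-700, with log2 fold changes from -2.04 to -1.44. Among them, mir-7068 had the highest level and fell from 2075.1 ± 68.4 (SD, n = 2) to 756.0 ± 61.7 (SD, n = 2).

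The values of mir-155 were 862.3 and 846.8 in the Myo-EV libraries and 1419.6 and 1604.8 in the FFSS-Myo-EV libraries. Its log2 fold change was 0.70 (standard error 0.13, adjusted p = 9.65e-07 in edgeR's quasi-likelihood test), and it stayed between 0.63 and 0.77 when each EV library was left out in turn. The values of mir-196a-2 were 8325.7 and 7299.8 in the Myo-EV libraries and 9341.4 and 9563.4 in the FFSS-Myo-EV libraries. Its log2 fold change was 0.15 (standard error 0.14, adjusted p = 0.501 in edgeR's quasi-likelihood test). It was 0.31 without the first Myo-EV library and 0.0015 without the second, a spread set by the Myo-EV libraries. For mir-196a-1, which was 6757.8 and 5760.8 in Myo-EVs and 7817.2 and 7820.2 in FFSS-Myo-EVs, the log2 fold change was 0.19 (standard error 0.14, adjusted p = 0.319 in edgeR's quasi-likelihood test). The test thus passed its threshold for mir-155 and not for either mir-196a entry. The log2 fold changes of the mir-196a entries, 0.15 and 0.19, were near their standard errors of 0.14. The test therefore cannot tell so small a rise from none. The paper reports a significant rise of miR196a by quantitative PCR of a single mature form. The entries do not list such forms apart, so the missing call is not evidence against that rise.

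**Figure D3:**
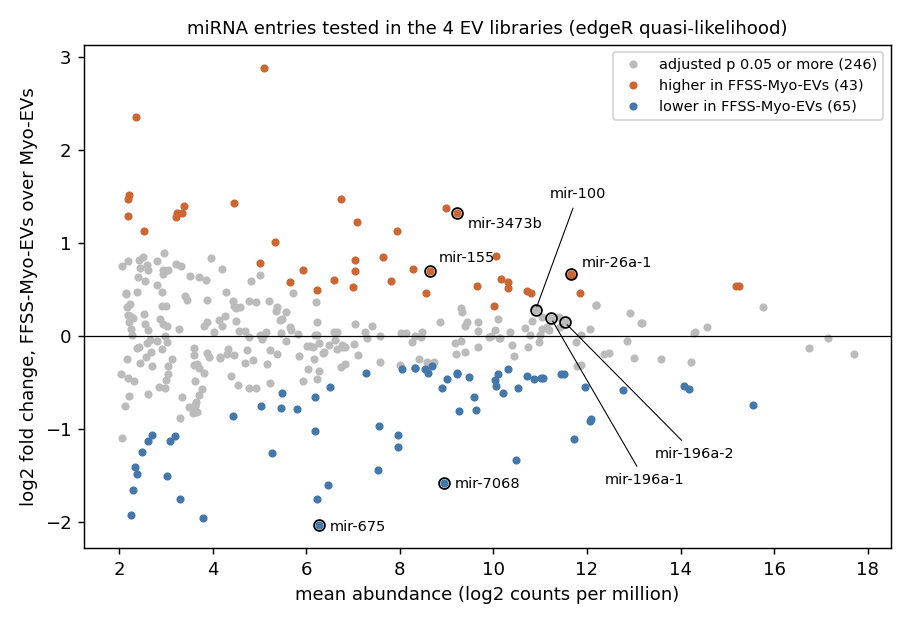
Log2 fold change of FFSS-Myo-EVs over Myo-EVs (vertical) against mean abundance on a log2 scale relative to library size (horizontal) for the 354 tested entries. Orange and blue points are the 43 higher and 65 lower entries, grey points are those at an adjusted p of 0.05 or more, and circled points carry names. Both mir-196a entries and mir-100 are grey.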

Small RNA-seq analysis revealed that the expression of some miRNAs in muscle cell-derived EVs were elevated by applying FFSS to C2C12 cells in the present study. Among the miRNAs, miR155-5p and miR196a-5p levels in muscle cell-derived EVs were significantly elevated by FFSS and were extremely low in primary mouse osteoblasts and bone marrow cells. We recently reported that transfection of miRNA mimic of miR155-5p and miR196a-5p suppressed osteoclast-like cell formation and transfection of miRNA mimic of miR196a-5p suppressed the expression of osteoclast-related genes (NFATc1, TRAP and CTSK), the OCR and mitochondrial biogenesis markers (PGC1β and ND4) enhanced by RANKL in Raw264.7 cells [15]. In addition, it was reported that miR155 attenuates osteoclast formation by targeting SOCS1 and MITF, essential regulators of osteoclast formation in mouse cells [27]. These findings suggest that miR155-5p and miR196a-5p might be responsible for an enhancement of FFSS to C2C12 cells on muscle cell-derived EV-suppressed osteoclast formation in mouse cells. It was reported that miR-196a regulates osteogenic differentiation of human adipose-tissue derived stem cells (hASCs), which might be mediated by HOXC8 [26]. Moreover, Ai et al revealed that miR196a inhibits adipogenic differentiation and promotes osteogenic differentiation in hASCs by regulating Wnt-β-catenin pathway [25]. In the present study, both Myo-EVs and FFSS-Myo-EVs did not affect the expression of osteoblast-related genes (Runx2, Osterix, RANKL and OPG), ALP activity and mineralization in mouse primary osteoblasts. Although the reason of these discrepancy has still remained unknown, the other miRNA in muscle cell-derived EVs might modulate the effects of miR-196a-5p on the osteoblast phenotypes. Further studies will be necessary to clarify the roles of miR196a-5p in muscle cell-derived EVs on the osteoblast phenotypes.

FFSS elevated the expression of miR26a and miR100 in Myo-EVs in our small RNA-seq analysis. miR100-5p prevents osteoclast formation and bone loss in ovariectomy-induced osteoporotic mice by targeting FGF-21 [32]. miR26a is up-regulated during osteoclastogenesis, then inhibiting RANKL-induced osteoclast formation [33]. These findings suggest that several miRNAs, such as miR100 and miR26a, in muscle cell-derived EVs might be involved in an enhancement of FFSS to C2C12 cells on muscle cell-derived EV-suppressed osteoclast formation in mouse cells. However, since the expression of miR-26a and miR100 in mouse primary osteoblasts or bone marrow cells were higher, compared to miR155-5p and miR-196a, the physiological significance of miR26a and miR100 in muscle cell-derived EVs in the muscle/bone interactions might be minor.

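The file lists miR26a as 2 entries with nearly the same values. The entry mir-26a-1 lies on chromosome 9 of GRCm38 from 119031796 to 119031885 in an intron of Ctdspl. The entry mir-26a-2 lies on chromosome 10 from 126995530 to 126995613 and overlaps an exon of at least 1 annotated transcript of Ctdsp2. The normalized expression values below are those of mir-26a-1. The normalized expression value of mir-26a-1 was 7406.2 and 6671.1 in the Myo-EV libraries and 12482.4 and 11838.2 in the FFSS-Myo-EV libraries, and the ratio of the means was 1.73. Its log2 fold change was 0.66 (standard error 0.14, adjusted p = 5.65e-05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between 0.54 and 0.80 when each EV library was left out in turn. The entry mir-100 lies on chromosome 9 from 41531425 to 41531504 in an intron of the noncoding gene 3110039I08Rik. Its value was 4625.6 and 5097.3 in Myo-EVs and 6465.3 and 6347.2 in FFSS-Myo-EVs, a ratio of 1.32. Both FFSS-Myo-EV libraries were above both Myo-EV libraries, with a log2 fold change of 0.28 (standard error 0.13, adjusted p = 0.109 in edgeR's quasi-likelihood test). The adjusted p of mir-100 was under 0.05 in 7 of 14 alternative analyses and ranged from 0.0183, with limma and a pseudocount of 10, to 0.452, with no filter on low values.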

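The entry mir-26a-1 had a normalized expression value of 22269.2 in BM (95% interval 22090 to 22450) and 19414.9 in OB (19210 to 19620), so that FFSS-Myo-EVs were 0.546 times BM and 0.626 times OB. The entry mir-100 had a value of 1597.9 in BM (1549 to 1648) and 56851.9 in OB (56510 to 57200), and FFSS-Myo-EVs were 4.01 times BM and 0.113 times OB. The level of mir-100 was thus above that in FFSS-Myo-EVs in osteoblasts and below it in bone marrow cells. Among the 1006 entries, mir-26a-1 ranked 12 in BM and 26 in OB, and mir-100 ranked 87 and 13. In the same order, mir-155 ranked 126 and 179, mir-196a-2 ranked 174 and 501, and mir-196a-1 ranked 180 and 438. The intervals of the 2 mir-196a entries overlap in BM and in OB. The other differences between these miRNAs in BM or OB are larger than the counting error and could not be set against replicates.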

There are several limitations in the present study. First, we could not clarify whether the changes in the content of miR196a-5p and miR155-5p in Myo-EVs directly affect the activity of FFSS-Myo-EV on osteoclast formation in this study. Since various miRNAs are included in EVs, we cannot rule out the possibility that other miRNAs might be involved in an enhancement of osteoclast formation suppressed by Myo-EVs by FFSS to C2C12 cells. Further studies will be necessary to clarify the pivotal miRNA in muscle-bone interactions through Myo-EVs. Second, the properties of EVs secreted from C2C12 cells and Raw264.7 cells might be partly different those of EVs from muscle tissues and osteoclast precursors, respectively. We therefore cannot rule out the possibility that this *in vitro* model system used in the present study might not represent the linkage of muscle to bone through EVs *in vivo*.

In conclusion, we first showed that FFSS to C2C12 cells enhances muscle cell-derived EV-suppressed osteoclast formation and mitochondrial biogenesis in mouse cells. Moreover, miR155-5p and miR196a-5p might be related to the modulation of muscle cell-derived EVs by FFSS in C2C12 cells.

## Abbreviation

*CTSK*: Cathepsin K
*CytC*: Cytochrome C
*DC-STAMP*: Dendritic cell-specific transmembrane protein *Gapdh*: Glyceraldehyde-3-phosphate dehydrogenase
*ND4*: Nicotinamide adenine dinucleotide dehydrogenase subunit 4
*NFATc1*: Nuclear factor of activated T-cells cytoplasmic 1
*OPG*: Osteoprotegerin
*PGC1-β*: Peroxisome proliferator-activated receptor gamma coactivator 1-beta
*RANKL*: Receptor activator of NF-κB ligand
*Runx2*: Runt-related transcription factor 2
*TRAP*: Tartrate resistant acid phosphatase

How the deposited data were processed for this re-analysis (not part of the article)

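Small RNA sequencing of 6 libraries was re-analysed. The libraries were 2 of Myo-EVs, 2 of FFSS-Myo-EVs, 1 of mouse primary osteoblasts (OB) and 1 of mouse bone marrow cells (BM). The quantitative PCR, the cell assays and the reads themselves are not analysed here. The authors' table holds 2 kinds of values for each of 1006 miRBase precursor entries and each library. The first is the count that the authors obtained in CLC Genomics Workbench after grouping the reads by sequence and matching the groups to miRBase. These counts are whole numbers without normalization. The second is the normalized expression value, a signal that the authors made from the deposited counts by scaling. The authors describe a conversion to a total of 1000000 followed by scaling with means, the median mean as reference and a trimming percentage of 5. In the deposited values this amounts to 1 constant per library, and the values sum to between 2419818 and 3018021 per library, not to 1000000. The genome build, the miRBase release, the number of mismatches allowed and the treatment of reads that match several precursors are not named in the paper's text. The file holds no coordinates. Positions, host genes and precursor sequences were taken from the GENCODE M21 annotation of GRCm38, in which a gene was found for each named entry given with a position. A precursor was placed in an exon where it overlapped an exon of any annotated transcript of the host gene. It may therefore lie in an intron of other transcripts.

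The paper's thresholds were applied to arithmetic means of the normalized expression values, entry by entry. Ratios to BM and OB were taken from the same values. Where the cell had 3 counts or fewer, the ratio was computed against 3 counts. Such a ratio is not a strict lower bound, because the interval of so low a count can reach above 3 counts. Fold changes between FFSS-Myo-EVs and Myo-EVs were tested on the counts of the 4 EV libraries with edgeR 4.0.16 in R 4.3.3. Limma had been planned for normalized values, with edgeR to replace it if counts were present, and edgeR was used because the file holds counts. The settings were TMM factors, the total over all entries as library size, estimated dispersions and the quasi-likelihood test with Benjamini-Hochberg adjustment. The common dispersion was 0.0108. Entries with a mean normalized expression value of at least 10 over the 4 libraries were tested, 354 in all. Both groups have 2 libraries, which leaves 2 residual degrees of freedom, and the test borrows information across entries. The prior degrees of freedom of the quasi-likelihood fit were infinite. The standard error was the size of the log2 fold change divided by the square root of the F statistic. It thus holds a pooled dispersion and not the spread of 1 miRNA. The standard errors of mir-98 and mir-100 were 0.136 and 0.135, although their SDs in Myo-EVs were 1317.3 and 333.5. No batch is named in the labels or in the paper. The replicate number was used as a block only as an alternative, because no source states that libraries of the same number belong together. Python 3.11.15 with pandas 2.3.3 and scipy 1.17.1 was used for the selection and the intervals.

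The test was checked on simulated counts drawn with the dispersion trend fitted to the data, the same in both groups. Of 200 entries changed 2-fold among 354, 169 were called in the right direction, 5 unchanged entries were called, and 0 were called when none was changed. In the same simulation, limma called 150 changed entries in the right direction and 2 unchanged ones. Camera gave a p of 9.63e-05 for a raised set of 8 simulated entries and 0.958 for an unchanged set of the same size. The simulation follows the test's own model, so it does not show how many false calls the data hold. The real replicates differed more in Myo-EVs, with a chi-square per degree of freedom of 93.3 against 15.9 in FFSS-Myo-EVs. The simulated changes were 2-fold, in both directions. The median ratio of the Table 2 entries was 1.44, and power for changes of that size was not measured.

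The entries named in the text are those of Table 2 and of the paper's text, the 5 largest increases and the 5 largest decreases among entries with a mean of at least 100 whose groups do not overlap, the 3 most abundant entries of each of the 4 conditions, and the members of the lists. The lists hold neighbours transcribed near Table 2 miRNAs, muscle miRNAs, blood cell miRNAs, serum miRNAs, and entries suspected of matching fragments of rRNA or repeats. Lists with at least 3 tested members were tested with limma's camera (limma 3.58.1) with a preset correlation of 0.01, on log2 values with a pseudocount of 1, beside fry and camera with an estimated correlation. A further list of precursors that share an 18-base stretch with at least 20 genes was made from the annotation after the values were seen.

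For the selection, the alternatives were other means, scalings, ratios and levels, separation of the groups, the replicate block, and each EV library left out in turn. For the edgeR calls, they were limma with 3 pseudocounts and without a trend, no filter, a mean of at least 100, library totals, median-of-ratios size factors, the replicate block and DESeq2 1.42.0. Added after the values were seen were the authors' scaling in the edgeR test, 1 entry per miRNA name, a GC correction with a loess span of 0.75, the GC correction with the replicate block, TMM-scaled values for the selection, and distinct names.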

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

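The scaling test of the selection was planned, and the other tests given in this part (shared reads, the other splits for the edgeR calls, GC content, the authors' scaling for the calls, and the entries that leave a selection or a call with another scaling) were chosen only after the results were seen.

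Outside Table 2, by name and by value, 8 entries passed the paper's thresholds. They were let-7f-1, let-7f-2, let-7g, mir-23b, mir-26b, mir-3473c, mir-3473f and mir-574, with ratios from 1.30 to 2.82, and the paper does not discuss them. In each, both FFSS-Myo-EV libraries were above both Myo-EV libraries. Of all 28 entries that passed, 19 also passed after median-of-ratios scaling of the EV libraries, which argues against scaling as the source of those 19. The other 9 left the selection, 8 because the ratio fell to between 1.15 and 1.25 and mir-574 because its level fell below 1000. Of these 8, mir-871 was called higher in edgeR's test with each of the 4 scalings (adjusted p at most 0.0423), which argues against scaling as the source of its rise, although it was not called with limma without a trend, no filter, the replicate block or either GC correction. For the other 7, a change with FFSS and the choice of scaling cannot be told apart, because nothing in the file fixes the scale between the groups. The ratio of mir-574 was 2.18 after this scaling, which argues against scaling as the source of its rise. Of the 8 entries, 6 share an 18-base stretch with another entry, and mir-26b and mir-574 do not, although the precursor of mir-574 shares such a stretch with 129 genes. Whether their counts could include reads of a paralog cannot be told apart from a rise of their own, because the number of mismatches allowed is not stated. The rise under FFSS itself stays open as the biological explanation and was not tested in other samples.

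Outside Table 2, 29 entries were higher in FFSS-Myo-EVs in edgeR's test, all of them entries that the paper does not discuss, and 65 were lower, none of them in Table 2. A FFSS-Myo-EV mean above 1000 was found for 19 of the 43 higher entries and a Myo-EV mean above 1000 for 35 of the lower ones. With the other 2 ways of splitting the 4 EV libraries into 2 and 2, edgeR called 0 entries, against 108 for the real split, and the number at an unadjusted p under 0.05 was 1 and 0, against 138. The real split was thus the only 1 of 3 with as many calls, but 3 splits cannot give a share under 0.05, so chance and FFSS cannot be told apart from the splits. The real split is also the one that follows the culture of the cells, and a difference between the cultures other than FFSS would follow it too.

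GC content was associated with the change across entries (Spearman rho -0.24 over the 330 tested entries with a precursor sequence, which are not independent replicates) and with the difference between the Myo-EV libraries (-0.21). For the difference between the FFSS-Myo-EV libraries, rho was 0.03. The median precursor GC content was 46% in the entries called higher and 55.5% in those called lower. After a GC correction, 96 entries were called, 44 higher and 52 lower, of which 35 and 48 were among the calls without it. This argues against GC content as the whole source of the calls.

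The authors' scaling lies furthest toward FFSS-Myo-EVs among the scalings tried. With it in place of TMM, 39 of the 65 lower entries were still called lower, and the 43 higher entries were still called higher, which argues against scaling as the source of these 39. For the other 26 lower entries, scaling and a fall with FFSS cannot be told apart, because the file holds no spiked-in standard that would fix the scale. The 5 largest decreases, from mir-675 to mir-700, ranged from -1.44 to -2.04 on the log2 scale, against 0.12 between the scalings. Library totals were 2414132 to 3029524 in the EV libraries, with the lowest in Myo-EVs and the highest in FFSS-Myo-EVs, and the 5 most abundant entries took 57.6% and 59.0% of the counts in Myo-EVs and 57.5% and 56.4% in FFSS-Myo-EVs. A fall of these miRNAs in EVs with FFSS remains a hypothesis from the same data.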

How the results depend on the processing

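The alternatives were set before the data were examined, apart from the authors' scaling in edgeR's test, 1 entry per name, the GC corrections, TMM-scaled values, rescaling the level as well, distinct names, and the entries whose values match Table 2, which were chosen after seeing the data.

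The number of entries passing the paper's thresholds, 28, fell to 17 with each library rescaled to a total of 1000000 (26 when the level was rescaled as well) and to 16 with a ratio above 1.5. The fall to 16 follows from the stricter ratio. Under the other alternatives it ranged from 19, with median-of-ratios or TMM scaling, to 36, and from 28 to 36 across the 4 analyses that each left out 1 EV library. Requiring both same-numbered pairs to pass (the replicate block, a pairing that no source states) gave 23. The median ratio of the Table 2 entries was 1.44, and 1.32 after median-of-ratios scaling. With the entries matched by value it was 1.50 and 1.38, and 16 of the 18 passed.

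The number of entries called different, 108, fell to 68 with limma without a trend. The number called lower, 65, fell to 37 with limma at a pseudocount of 1, of 0.1 and of 10, to 27 with limma without a trend, and to 39 with the authors' scaling in edgeR's test. All of these use the authors' scaling, and the median log2 fold change was 0.09 with it in edgeR against -0.025 with TMM. The number called lower also fell without this scaling, to 46 with library totals and with DESeq2 and to 51 with a mean of at least 100. The 43 entries called higher stayed called with limma at the 3 pseudocounts, library totals, median-of-ratios factors and the authors' scaling. The cause of the lower number without a trend was not tested. With the replicate block, 110 were called, 44 higher and 66 lower, of which 42 and 65 were among the calls without the block. The other alternatives gave from 83 calls, with DESeq2, to 108. Leaving out a library leaves a group of 1, so no calls were counted there.

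The log2 fold change of mir-155 was past the threshold in all 14 alternatives with a test, from 0.59 to 0.82 (adjusted p from 1.99e-09 to 0.0283). That of mir-196a-2 was past it in 0 of 14 (adjusted p from 0.125 to 0.82, log2 0.05 to 0.28, unadjusted p under 0.05 in 3), and ranged from 0.0015 to 0.31 across the 4 fits that each left out 1 library. The first Myo-EV library lowers it and the second raises it, and the cause was not tested. The number of Table 2 entries called higher ranged from 6, with limma without a trend, to 16, with limma and its trend, and mir-196a-2 was not called in any.

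The camera p of the muscle list, 0.0513, fell to 0.0477 with library totals, 0.0419 with a pseudocount of 10 and 0.036 with the replicate block, and rose to 0.0976 with median-of-ratios scaling. That of the serum list, 0.039, rose to 0.062 with a pseudocount of 10. The cause was not tested. Neither list was under 0.05 with an estimated correlation under any of the 5 settings. The neighbour list kept a p of 0.714 or more. Among the other 45 named entries, the log2 fold change lost its call in at least 1 alternative for 11, gained one for 10, and moved for 10 when 1 library was left out. Entries near 0 that were called in no analysis changed direction: mir-181b-1 was 0.0476 with limma (0.0473 at a pseudocount of 10), 0.0483 with the authors' scaling in edgeR and 0.0035 with library totals, mir-218-2 was -0.024 with no filter, and mir-29b-1 was -0.11 with the GC correction and -0.10 with the GC correction and the replicate block together. Without the second Myo-EV library, let-7a-1 (-0.12), mir-98 (-0.08), mir-196b (-0.10), mir-218-2 (-0.29) and mir-29b-1 (-0.23) fell and mir-132 was 0.0004, and without the first mir-218-1 rose (0.09). Without the first FFSS-Myo-EV library, mir-218-2 was -0.06 and mir-29b-1 was -0.0007. Each of the 36 ratios to BM or OB moved by more than the spread between the FFSS-Myo-EV libraries with at least 1 other scaling or entry. None did when 1 of these libraries was left out. With 2 libraries, dropping 1 cannot move their mean beyond their spread, so this does not test the stability of the ratios. In number, 8 Table 2 entries were above both cells under each scaling, while the number below both rose from 5 to 7 with median-of-ratios scaling of the 6 libraries. OB and BM have 1 library each, which limits every ratio to them, and ratios to entries with 3 counts or fewer are computed against 3 counts only.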

Differences from the paper's values

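The entry mir-3473b, the TMM scaling, distinct names and rescaling the level were compared only after the values were seen.

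The paper extracted 18 miRNAs with its thresholds, and 28 entries passed them here. Of the alternatives set before the data were examined, 4 were within 1.5 times the paper's number: 17 with each library rescaled to a total of 1000000, 19 with median-of-ratios scaling, 16 with a ratio above 1.5, and 23 with the replicate block. The geometric mean (30), a ratio that rounds to 1.25 (30), a level of 500 (32), separation of the groups (28) and leaving out 1 library (28 to 36) were not. Chosen after seeing the data, distinct names (24), TMM-scaled values (19) and rescaling the level with the totals (26) were within 1.5 times it as well. A number near 18 does not show that the same miRNAs were picked. The 16, 17 and 23 come from rules stricter than the paper's. For the 17, the level stayed at 1000 although the totals were lowered. The paper counts miRNA names, whereas all of these but the 24 count entries.

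For mir-3473e, the paper's normalized expression values are 952 in Myo-EVs, 2584 in FFSS-Myo-EVs, 216 in BM and 17 in OB, and the entry of that name has 156.4, 471.8, 89.8 and 0.6. The paper's ratios of FFSS-Myo-EVs are 11.98 to BM and 155.65 to OB. Those of the entry were 5.25 to BM and, with 1 count in OB, 284.8 to OB when computed against 3 counts. No alternative set before the data were examined closed the gap to BM, with ratios from 4.27 to 5.51. For OB, each ratio was computed against 3 counts. It was more than 1.5 times the paper's ratio with library totals (273.3) and with each FFSS-Myo-EV library left out (270.7 and 298.8), and less than that with median-of-ratios scaling of the 6 libraries (216.8). As 1 count fixes no ratio, these values do not show whether the gap to OB closed under any of them. None of these alternatives changes which entry is read. The entry mir-3473b, chosen after seeing the values, has 952.0, 2583.8, 215.7 and 16.6, with ratios of 11.98 and 155.7.

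The paper lists miR196a as passing its ratio threshold. The paper's value in FFSS-Myo-EVs is 10952 with ratios of 1.40, 92.04 and 5476.20 to Myo-EVs, BM and OB, whereas the entry mir-196a-2, which has the paper's values in Myo-EVs, BM and OB, had 9452.4 in FFSS-Myo-EVs and ratios of 1.21, 79.3 and 4297. The paper's values and those of the entry are within 1.5 times each other. The ratios to Myo-EVs, 1.40 and 1.21, nevertheless lie on opposite sides of the threshold of 1.25. All 18 rows of Table 2 match an entry in Myo-EVs, BM and OB. In FFSS-Myo-EVs 17 of them match as well, and mir-196a is the row that does not. With median-of-ratios scaling of the 6 libraries, the ratio of mir-196a-2 to OB was 3248, which is not within 1.5 times the paper's ratio. The ratio to Myo-EVs was above 1.25 without the first Myo-EV library (1.29) and not with the other alternatives. The copy mir-196a-1, with a ratio of 1.249, passed with the geometric mean, with a ratio that rounds to 1.25 and without the first Myo-EV library. The paper also lists mir-152, for which the ratio was 1.248, and it passed with the geometric mean, with a ratio that rounds to 1.25, without the second Myo-EV library and without the first FFSS-Myo-EV library. The paper's values for mir-199a are those of the entry mir-199b, which rose from 8730.7 to 13026.4, and the entry mir-199a-1 rose from 11614.6 to 15861.0.

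The paper lists all 18 miRNAs of Table 2 as raised by FFSS, and edgeR's test called 10 of them higher by the entries of these names. By the entries whose values match Table 2, chosen after seeing the data, it called 11, with mir-199b (adjusted p 0.00845) in place of mir-199a-1. With limma and its trend 16 were called, without mir-196a-2 and mir-152, which were called in no alternative with edgeR, limma or DESeq2 apart from mir-152 with the GC corrections, chosen after seeing the data. The paper states that FFSS raised miR100 in EVs. Its ratio was 1.32, and it was not called in edgeR's test with TMM (adjusted p 0.109). It was called with limma at the 3 pseudocounts, a mean of at least 100, DESeq2, and, chosen after seeing the data, the authors' scaling and 1 entry per name, and the adjusted p ranged from 0.0183 to 0.452 over the alternatives.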

Other observations

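The tests of the mir-871 and mir-23a neighbours and of the precursors that share sequence with many genes were chosen only after the results were seen. The split test of the selection and the tests of the neighbour, serum and fragment lists were planned. List medians, and the numbers of members higher and lower, are on the authors' scaling unless another is named, whereas the log2 fold changes of single entries and of the mir-871 neighbours are edgeR's with TMM, which lies 0.12 lower.

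Each way of choosing 2 of the 4 EV libraries as the higher group was put through the paper's thresholds. The real grouping gave 28 entries and was the only 1 of 6 with as many. The reverse of it gave 23, and the 4 groupings that mix Myo-EVs and FFSS-Myo-EVs gave 1, 0, 0 and 0. With 6 groupings no share can be under 0.05, so chance and FFSS cannot be told apart by this count.

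If transcription of shared primary transcripts rose with FFSS, the neighbours of Table 2 miRNAs would rise as a set. Over 22 tested neighbours outside Table 2, the median log2 fold change was -0.007, with 11 higher and 11 lower, and after median-of-ratios scaling it was -0.13, with 9 higher and 13 lower (camera p = 0.827 and 0.714, and with the authors' scaling fry p = 0.0856, 0.834 with an estimated correlation). Members that go both ways leave this open for the list as a whole, and a change in transcription and a change in loading into EVs cannot be told apart there. For mir-871, which rose by a log2 of 0.32 (adjusted p = 0.0413, from 0.0099 to 0.356 over its alternatives), the 13 tested neighbours had a median of -0.34 and ranged from -0.83 to 0.58, with 1 called higher and 4 called lower in edgeR's test. For mir-23a, which rose by 0.53 (adjusted p = 0.000222), mir-24-2 from the same cluster fell by 0.56 on the log2 scale (adjusted p = 0.000222, under 0.05 in 12 of 14 alternatives, with a log2 fold change from -0.61 to -0.35). Its copy mir-24-1, which shares sequence with it, fell by 0.62. Between mir-23a and mir-24-2 lies mir-27a, which rose by 0.16 and was not called (adjusted p = 0.409). The neighbours of mir-871 and the fall of mir-24-2 argue against a shared change in transcription as the whole source of the rise of mir-871 and mir-23a, and a part in either rise stays open. Without the neighbours of mir-871, the other 9 had a median of 0.28 (camera p = 0.336, 0.422 with an estimated correlation, and fry p = 0.00446, with 0.198 after median-of-ratios scaling and 0.0548 with the replicate block).

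The entries mir-3473e, mir-6236 and mir-690 may hold fragments of rRNA or other abundant RNA. The full list of 8 tested entries suspected of this rose (median log2 0.55, camera p = 0.0271, fry p = 0.0762, 0.36 with an estimated correlation), but these 3 from Table 2 are part of it. The other 5 had a median of 0.20 with 4 higher and 1 lower, and after median-of-ratios scaling 0.08 with 3 higher and 2 lower. Their camera p was 0.392, with 0.344 from fry. The most abundant of them, mir-6240, was 10085.4 in Myo-EVs and 10470.4 in FFSS-Myo-EVs. Too few entries are left to decide, and a rise of fragments and a rise of these miRNAs cannot be told apart.

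The mir-3473 family and mir-690 share 18-base stretches with many genes (69 for mir-3473d, 415 for mir-3473e, 1050 for mir-3473b, 626 for mir-3473c, 1349 for mir-3473f and 505 for mir-690), and mir-3473d shares none with another entry. The log2 fold changes were 0.60 for mir-3473a, 1.32 for mir-3473b, 1.37 for mir-3473c, 0.78 for mir-3473d, 1.48 for mir-3473e, 0.86 for mir-3473f and 0.46 for mir-690. The entry mir-3473g had a log2 fold change of 0.705 and was not called (adjusted p = 0.224 in edgeR's quasi-likelihood test). A candidate explanation is reads from transcripts that contain a repeat. The 28 other tested precursors that share such a stretch with at least 20 genes had a median log2 fold change of 0.24, 20 higher and 8 lower, and after median-of-ratios scaling 0.13, 18 higher and 10 lower. Their camera p was 0.048 (from 0.0394 to 0.0538 over the alternatives), and it was 0.0356 with fry and 0.165 with an estimated correlation, so the set test is on both sides of 0.05. With the family included, the 35 entries gave 4e-04, 0.019 with fry and 0.153 with an estimated correlation. The 28 entries were also more enriched in FFSS-Myo-EVs over the cells than other tested entries, with a median log2 ratio of 2.65 to BM against 0.91 over all tested entries and 3.46 to OB against 0.84. These medians lay at percentiles 99.5 and 100.0 of 10000 random lists of matched abundance. Repeat-containing transcripts and miRNAs from these precursors cannot be told apart without the reads.

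Carry-over of serum EVs was weighed with 4 tested serum entries, of which mir-451a is also on the blood cell list. The list rose (median log2 0.82, camera p = 0.039, fry p = 0.0405, 0.213 with an estimated correlation). Among them, mir-451a rose from 3.9 to 21.8 and mir-122 from 5.4 to 16.7, whereas mir-486a was 93.2 and 97.7 and mir-486b was 97.2 and 108.2. All 4 were higher on the authors' scaling and 3 after median-of-ratios scaling, and in edgeR's test mir-486a had a log2 fold change of -0.04. The largest rise of a serum entry was 17.9 in normalized units, while the smallest rise of a Table 2 entry above the paper's level was 450.0. This argues against serum carry-over as the source of the Table 2 rises. The muscle list had 3 tested members with a median of -1.39 (camera p = 0.0513, fry p = 0.0313, or 0.106 with the replicate block, and 0.187 with an estimated correlation). In it, mir-133a-1 went from 19.2 to 7.2, mir-133b from 40.6 to 13.0 and mir-206 from 2167.0 to 2607.4. Of the camera calls named in this part, that of the fragment list does not hold under fry, and none holds with an estimated correlation. Those of the serum list and of the repeat-like precursors hold under fry with the authors' scaling and with library totals, and they do not with median-of-ratios scaling (fry p = 0.0636 and 0.066) or with the replicate block (0.17 and 0.122). With a pseudocount of 10, the fry p was 0.0659 for the serum list and 0.0433 for the repeat-like precursors.

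Too few blood cell miRNAs passed the filter for a set test. Their levels were 9710.3 in BM, 122.0 in OB and 0.5 and 6.2 in Myo-EVs and FFSS-Myo-EVs for mir-223, and 9066.5, 49.2, 2.6 and 8.0 for mir-142a. In EVs, mir-150 went from 3.9 to 5.2 and mir-144 from 2.0 to 5.9. The most abundant entries were mir-21a, mir-143 and mir-148a in OB, mir-21a, let-7i and mir-27b in BM, and mir-21a, let-7i and mir-143 in both EV groups. The entry mir-148a was 202103.7 in OB, 44559.0 in BM, 73.2 in Myo-EVs and 160.2 in FFSS-Myo-EVs. The paper's discussion also names miR-132 and miR-29b as mechanoresponsive in other cells. In EVs here, mir-132 was 42.1 and 39.6, mir-29b-1 was 68.8 and 78.6, and mir-29b-2 was 40.6 and 27.8, and edgeR's test called none of the 3. Of the other miRNAs named in the paper's text, mir-181b-2 fell by 0.40 on the log2 scale (adjusted p = 0.00821 in edgeR's test), while its copy mir-181b-1 was 1683.0 and 1740.2, and mir-218-1 and mir-218-2 were not called.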
